A study of Homo sapiens with 3 samples. Its data were reported in "A RUNX2-Mediated Epigenetic Regulation of the Survival of p53 Defective Cancer Cells" (2016).

How the data were processed

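The data were peak lists from chromatin immunoprecipitation followed by sequencing (ChIP-seq) in SAOS2 cells, a human osteosarcoma line without p53. The series held 3 samples, each a single library: RUNX2 ChIP, CBFB ChIP and input DNA. RUNX2 is a DNA-binding transcription factor of the RUNX family, and CBFB is the partner protein that binds RUNX proteins and not DNA itself. Peak lists were given for the RUNX2 ChIP and the CBFB ChIP. The input library was not analysed here. Groups were taken from the sample descriptions alone.

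The authors called peaks with MACS on each library, and the deposited lists gave the position of each peak and its score. The MACS version, the limit used for calling, the aligner, the read depth and the use of the input as control were not stated for the ChIP-seq libraries. The score deposited by the authors was read here as the MACS peak score, which is -10 times log10 of the p-value of the peak. This reading rests on the peak names and on the range of the values, which ran from 50 to 3100 in both lists. Such a score depends on the depth of a library, so it was used to rank, describe or filter peaks within a list and to correlate the scores of overlapping peaks, by rank or, as an alternative, on the log scale. Score levels were not compared between the lists. The lists held no read counts, and the depth is unknown. The contig names were those of hg19, and all coordinates below are hg19 (GRCh37), counted from 1.

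RUNX2 and CBFB peaks were called overlapping when they shared at least 1 bp. The observed share was set against 1000 random placements of the CBFB peaks, in which each peak kept its width and chromosome and was placed uniformly between the first and last peak edge on that chromosome. Each overlapping RUNX2 peak was paired with the overlapping CBFB peak of the highest score, and Spearman's rho of the scores was set against 1000 random pairings within 20 bins of RUNX2 peak width. Both lists were also divided by score into 5 groups of equal size, called score groups 1 to 5, where group 5 held the highest scores. Shares carry exact Clopper-Pearson 95% intervals, which cover counting error only. Each antibody had 1 library, so no p-value was computed for a difference between antibodies or across peaks, which are not replicates. Permutation tests were run only for relations across chromosomes, which are not replicate samples either.

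Genes and transcripts were those of GENCODE release 44 mapped to GRCh37, with 64449 genes, of which 20163 were protein-coding, and 254376 transcripts. Peaks with a midpoint within 5 kb of any annotated transcription start site (TSS) were placed in promoters, those in the rest of a transcript in gene bodies, those within 25 kb of a transcript in the distal class, and the others in the remaining class. Genes whose body lay within 25 kb of a RUNX2 peak were counted. Both measures were set against 1000 random placements of the peaks. Peaks on contigs other than chromosomes 1 to 22, X and Y were left out of the steps that used the annotation or the genome sequence (13 RUNX2 and 42 CBFB peaks).

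The RUNX core motif, TGTGGT or its complement ACCACA, was searched for within 100 bp of each peak midpoint, and in windows of the same size 2 kb to either side that touched no peak of either list. The same count was made for all 20 sequences of 6 bases with 3 T and 3 G, and for a panel of 7 motifs (RUNX, AP-1, TEAD, ETS, GC box, E-box and CTCF) that was written down before the windows were read. The motif does not tell RUNX2 from other RUNX proteins.

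The genes named in the text followed a rule fixed before the data were examined: SP7, ALPL and MYC, which the study displayed, and RUNX2 and CBFB themselves, each with all peaks within 25 kb of the gene body, together with the 5 highest-scoring peaks on chromosomes 1 to 22 and X among overlapping RUNX2 peaks, RUNX2 peaks without a CBFB peak (RUNX2-only) and CBFB peaks without a RUNX2 peak (CBFB-only).

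Alternatives to each choice covered the required overlap, the score limit, lists of equal length, the chromosomes used, windows of 1 Mb with over 5 times the median number of peaks, placement shifted by 10 to 100 kb, the promoter width, the gene classes and the form and reach of the motif. The overlap and correlation steps were tested on simulated CBFB lists. With a true share of 60%, the step found 60.3% of 9941 peaks, and with a true rho of 0.483 it found 0.485. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.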

Results

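To compare the genomic binding of RUNX2 with that of its partner CBFB, peak lists from ChIP-seq of both proteins in SAOS2 osteosarcoma cells were analysed. There was 1 library per antibody and no replicates. The RUNX2 list held 9941 peaks that covered 10.1 Mb, with a median width of 937 bp. The CBFB list held 27246 peaks that covered 37.3 Mb, with a median width of 1148 bp. The CBFB list was thus 2.74 times longer. Both lists began at a score of 50. The median score, as given by the authors' peak caller, was 84.1 for RUNX2 and 121 for CBFB. The top score of 3100 was reached by 2 RUNX2 and 25 CBFB peaks. The depth of the libraries is unknown because the lists hold no read counts.

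The first question was how often the proteins were found at the same sites. Of the 9941 RUNX2 peaks, 9365 overlapped a CBFB peak by at least 1 bp, a share of 94.2% (exact 95% interval 93.7 to 94.7). Randomly placed CBFB peaks gave a mean share of 2.58% and a maximum of 3.14%, and 0 of 1000 placements reached the observed share. In the other direction, 9204 of the 27246 CBFB peaks overlapped a RUNX2 peak, a share of 33.8% (33.2 to 34.3). The mean with random placement was 0.941%. A total of 7727 RUNX2 peaks, or 77.7%, lay wholly inside a CBFB peak. The median distance between the midpoints of overlapping peaks was 96 bp. Among the 10 alternatives that were set against random placement, the share of RUNX2 peaks moved most when an overlap of at least 60% of each of both peaks was required, a setting chosen after seeing the data, where it was 61.4%. Criteria that were only counted, without placements, lowered it as far as 20.8%, with an overlap of at least 80% of each of both peaks. Among the same 10 alternatives, the share of CBFB peaks moved most when only the 9941 top CBFB peaks by score were kept, where it was 67.9%.

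Overlap of at least 1 bp rose with the score in both lists. Each list was divided by score into 5 groups of equal size. Among RUNX2 peaks, the share that overlapped a CBFB peak was 85.5% (83.9 to 87.0) in score group 1, 91.0% in score group 2, 96.7% in score group 3, 98.4% in score group 4 and 99.4% (98.9 to 99.7) in score group 5. Only 12 of the 1988 RUNX2 peaks in the highest score group lacked a CBFB peak. When only the 9941 top CBFB peaks by score were kept, the RUNX2 share was 42.2% in score group 1 and 53.6% in score group 2. It was 96.6% in score group 5. The rise with the score was kept, but the high shares in the low groups depended on the lower-scoring CBFB peaks. Among CBFB peaks, the share that overlapped a RUNX2 peak was 5.76% (5.16 to 6.41) in score group 1 and 84.3% (83.3 to 85.3) in score group 5. The RUNX2 share was also counted with an overlap of at least 50% of each of both peaks. It was 64.2% in score group 1, 74.3% in score group 2 and 77.6% in score group 3. It was 80.9% (79.1 to 82.6) in score group 4 and 78.8% (76.9 to 80.6) in score group 5. The share thus did not rise further in the highest group. Over all RUNX2 peaks, 94.0% had at least 50% of their own width covered. For 75.2%, at least 50% of the CBFB peak was covered, so the loss lay mainly in that requirement.

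**Figure D1:**
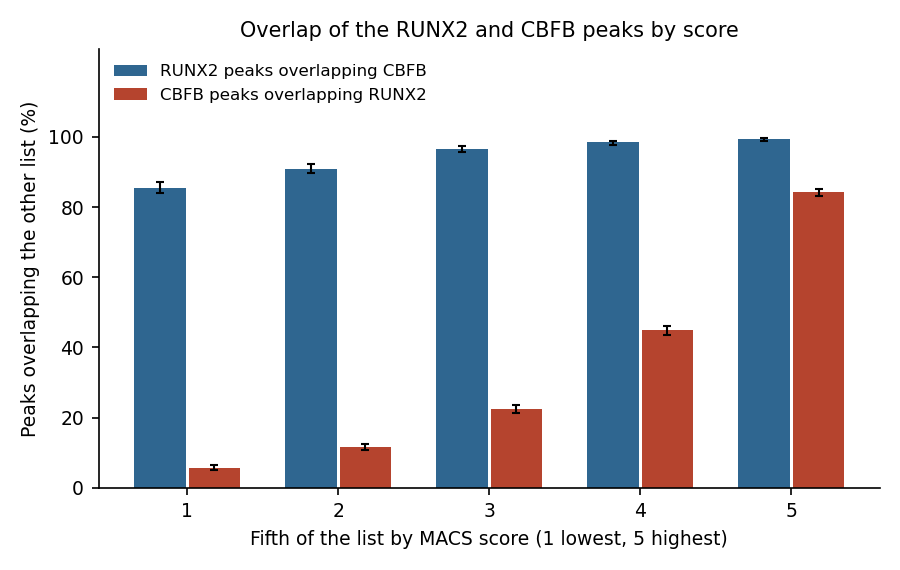
Bars give the percentage of peaks that overlapped the other list by at least 1 bp, for each score group of the RUNX2 list (blue) and of the CBFB list (red), with exact 95% intervals. The share rose from 85.5% to 99.4% for RUNX2 and from 5.76% to 84.3% for CBFB.

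Next, the scores of the overlapping peaks were compared. Across the 9365 overlapping RUNX2 peaks, Spearman's rho between the RUNX2 score and the score of the paired CBFB peak was 0.602. Random pairing of peaks of similar width gave a mean rho of 0.215 and a maximum of 0.238. Peaks are not independent replicates, and this rho describes these libraries. Widths were also correlated between the lists (rho 0.585). The partial rank correlation of the scores given both widths was 0.545, the lowest value among the alternatives.

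**Figure D2:**
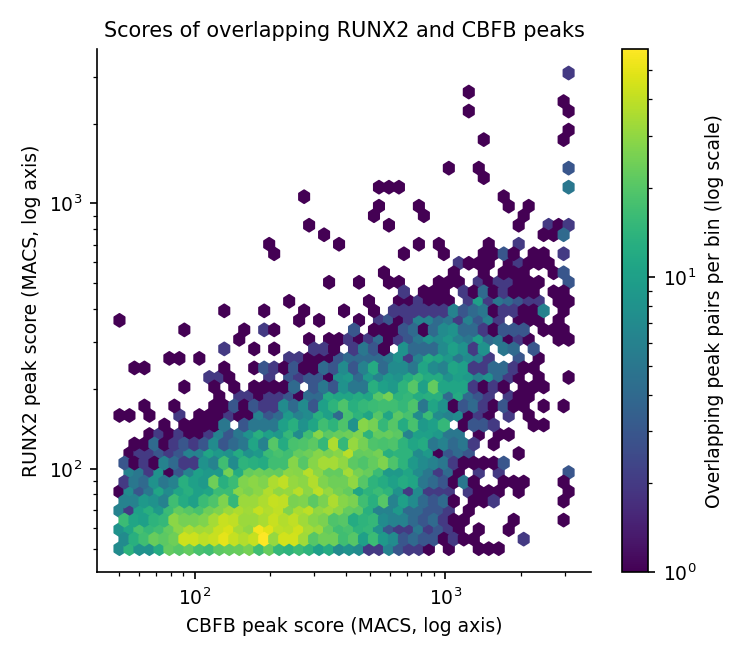
Each hexagon gives the number of overlapping peak pairs (colour, log scale) at a CBFB score (horizontal, log axis) and a RUNX2 score (vertical, log axis), with no unit. The ranks of the scores rose together, with a rho of 0.602 over 9365 pairs.

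The peaks were then placed relative to annotated transcripts. Promoters held 45.9% (44.9 to 46.9) of the RUNX2 peaks and 46.2% (45.6 to 46.8) of the CBFB peaks. Random placement gave means of 27.5% for RUNX2 and 27.2% for CBFB, and 0 of 1000 placements reached the observed share for either protein. The difference between the proteins was within the counting intervals. With promoters of 1 kb to either side of the TSS, the alternative that moved these shares most, they were 26.9% for RUNX2 and 26.2% for CBFB, against 7.79% and 7.69% with random placement. Gene bodies held 34.1% of the RUNX2 and 34.5% of the CBFB peaks, the distal class 12.5% and 12.2%, and the remaining class 7.44% and 7.15%. The 573 RUNX2-only peaks on annotated chromosomes lay within 1 kb of a TSS more often than overlapping RUNX2 peaks, with 34.6% (30.7 to 38.6) against 26.4% (25.5 to 27.3).

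A RUNX2 peak was found within 25 kb of 16073 of the 64449 annotated genes. The mean with random placement was 14630, with a maximum of 15130, so that most of this number was also reached by peaks placed at random. Counting protein-coding genes alone gave 7267 of 20163 genes, the lowest value among the alternatives, against a mean of 6165 with random placement. Of the 16073 genes, 15551 also had a CBFB peak within 25 kb.

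At the loci displayed by the study, all RUNX2 peaks overlapped CBFB peaks. SP7 (chromosome 12, 53720359 to 53739099, minus strand) had 2 RUNX2 and 8 CBFB peaks within 25 kb. The RUNX2 peak with the score 68.99 (53729859 to 53730665) had its midpoint in an intron of SP7. It lay at -124 bp from a protein-coding TSS inside SP7, and so in a promoter as defined here. The RUNX2 peak with the score 51.63 (53718650 to 53719475) was intergenic, 415 bp from AAAS and at -521 bp from its TSS. These scores were above or level with 34.2% and 4.08% of the RUNX2 list. ALPL (chromosome 1, 21835890 to 21904903, plus strand) had 7 RUNX2 and 9 CBFB peaks. The highest RUNX2 score at ALPL was 434.16, for a peak from 21916010 to 21917691 in an intron of LINC02596, and the highest score inside ALPL was 420.22, for an intronic peak from 21893157 to 21894699. MYC (chromosome 8, 128747680 to 128755197, plus strand) had 1 RUNX2 peak (128747505 to 128748913) with a score of 74.58, above 41.1% of the RUNX2 list or level with it, and 6 CBFB peaks. Its midpoint lay in the UTR, 529 bp downstream of the start of the gene. It overlapped CBFB peaks from 128747432 to 128748610 and from 128748725 to 128752105, with scores of 53.99 and 316.41.

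**Figure D3:**
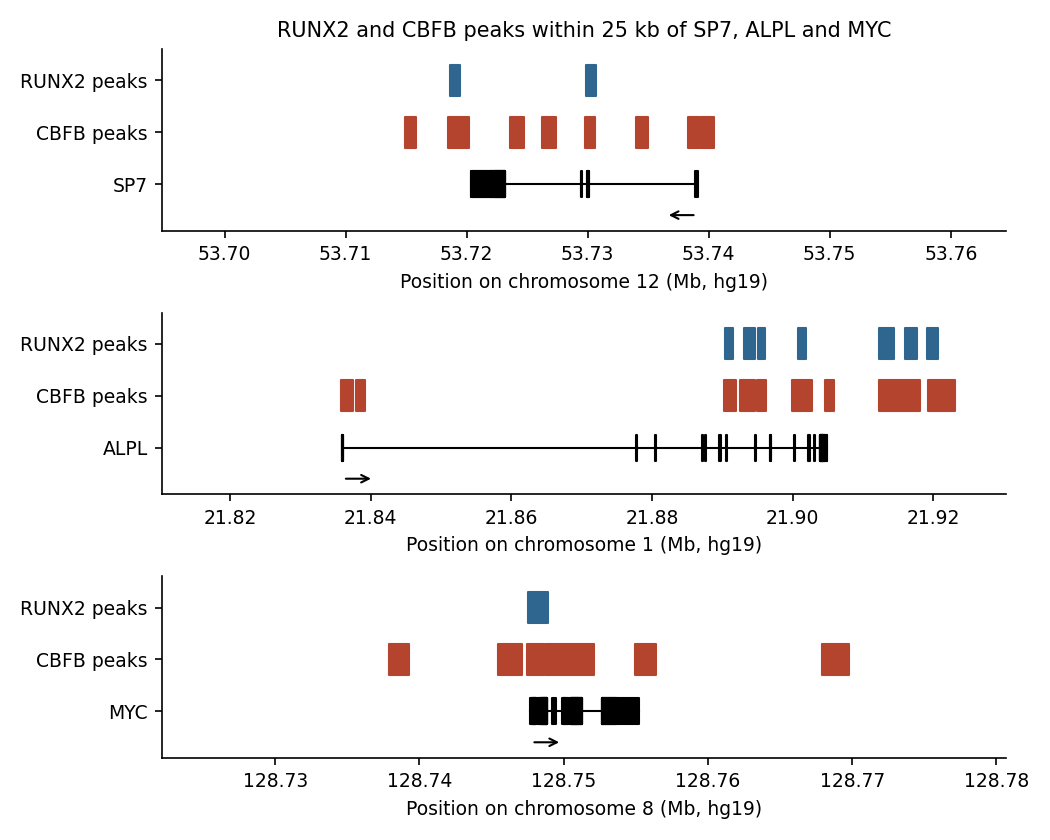
Positions of RUNX2 peaks (blue), CBFB peaks (red) and the exons of each gene (black, arrow in the direction of transcription) within 25 kb of SP7, ALPL and MYC, in Mb of hg19, where some neighbouring peaks touch at this scale. All RUNX2 peaks at these genes (2 at SP7, 7 at ALPL and 1 at MYC) overlapped a CBFB peak.

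At the genes of the proteins themselves, RUNX2 (chromosome 6, 45295894 to 45632086, plus strand) had 9 RUNX2 peaks, of which 8 overlapped a CBFB peak, and 24 CBFB peaks. The RUNX2 peak at the start of the gene (45295403 to 45296767) had a score of 681.08, above or level with 99.5% of the list. CBFB (chromosome 16, 67062887 to 67134961, plus strand) had 1 RUNX2 peak (67149399 to 67149946, score 81.91) in an intron of PHAF1 and 2 CBFB peaks. The RUNX core motif at the RUNX2 promoter peak lay 1 bp from the midpoint in the sequence CTCACAAACAACCACAGAACCACAAG, with the core at 45296083 to 45296088. At the peak of the score 434.16 near ALPL, the core lay at 21916866 to 21916871, 18 bp from the midpoint, in the sequence AAACAGGGAAACCACAGGCTCCCCCA. At the peak in PHAF1, the core lay at 67149737 to 67149742, 67 bp from the midpoint, in the sequence CATCCTTTGATGTGGTAAATGGAATC. Some RUNX2 peaks not described above also held a core within 100 bp of the midpoint. Examples are the peak from 21890421 to 21891551 at ALPL, at 57 bp, and the peak from 45388154 to 45389295 at RUNX2, at 12 bp. The other RUNX2 peaks described at SP7, ALPL and MYC had no core within 100 bp of the midpoint. In the RUNX2 peak of the score 68.99 at SP7, the core lay 165 bp from the midpoint. In the RUNX2 peak of the score 420.22 at ALPL, it lay 162 bp away. The RUNX2 peak at MYC and the RUNX2 peak of the score 51.63 at SP7 held no copy of the core anywhere.

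Among the RUNX2 peaks that overlapped CBFB, the highest scores were 3100 in an intron of BAHCC1 (chromosome 17, 79397946 to 79400327), 3100 at the start of chromosome 5 (9836 to 12179, intergenic), 2623 near DDX11L8 (chromosome 12, 94907 to 95904, intergenic), 2465 in an intergenic region at -32793 bp from the TSS of ZNF488 (chromosome 10, 48320600 to 48323952) and 2216 near ARHGAP39 (chromosome 8, 145912054 to 145913992, intergenic). The peaks on chromosomes 5 and 12 held 300 and 76 copies of the telomere repeat. RUNX2-only peaks had lower scores. The highest were 943 in an exon of ENSG00000282143 (chromosome 1, 16990610 to 16997313), 271 in an intron of HFM1 (chromosome 1, 91852479 to 91853323), 229 near H4C15 (chromosome 1, 149831868 to 149836323, intergenic), 193 in an intron of NPAS4 (chromosome 11, 66189121 to 66189835) and 172 in the UTR of C12orf57 (chromosome 12, 7052856 to 7054449). Of these 5, only the peak in HFM1 had a RUNX core motif within 100 bp of its midpoint. The 5 peaks were 715 to 6704 bp wide, so this window covered only a part of each. Without the input reads, artefacts among them were not excluded. The highest CBFB-only scores were 1472 in an intron of SERTAD4 (chromosome 1, 210406262 to 210408347), 1321 near LINC00552 (chromosome 13, 114454002 to 114456687, intergenic), 1266 in an intron of BRSK2 (chromosome 11, 1450866 to 1455086), 1036 in an intron of NR6A1 (chromosome 9, 127457390 to 127459830) and 1018 in an intron of ARG1 (chromosome 6, 131850135 to 131853030). None of these 5 CBFB-only peaks had the motif within 100 bp of its midpoint, but they were 2086 to 4221 bp wide.

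Finally, the peaks were searched for the RUNX core motif. It was present in 43.9% (42.9 to 44.9) of the 9355 overlapping RUNX2 peaks and in 13.5% (13.0 to 14.0) of their flanks, a ratio of 3.26. Among the 20 sequences of the same composition, GTGGTT had the highest ratio at 3.81, TGTGGT was next at 3.26, and TTGTGG followed at 2.64. These 3 sequences overlap within 1 longer RUNX site. The share was 79.1% when the whole peak was searched, against 51.2% in flanks of the same width, and 24.0% for the longer motif TGTGGTT, against 3.24%. RUNX2-only peaks carried the motif in 30.9% (27.1 to 34.9), against 14.7% in their flanks. CBFB peaks carried it in 41.7% (40.7 to 42.7) when they overlapped a RUNX2 peak and in 41.5% (40.8 to 42.2) when they did not, and these shares were within each other's counting intervals. CBFB-only flanks had it in 13.8%. Of the other motifs in the panel, the ratio of overlapping RUNX2 peaks to their flanks was 3.38 for AP-1, 3.25 for ETS, 2.87 for the GC box, 2.00 for CTCF, 1.51 for TEAD and 1.32 for the E-box. The RUNX ratio depended on the form and reach of the motif. It was 3.26 for the core, 3.44 for TGYGGT, 3.65 for the core within 50 bp of the midpoint and 7.401 for TGTGGTT. For the core in the whole peak it was only 1.54. The ratios therefore do not rank the RUNX motif against AP-1. In the form of the core, the RUNX motif was the most frequent one of the panel, followed by TEAD at 15.6%. These motifs were also the most frequent in the flanks, at 13.5% and 10.4%, so this order does not rank the factors. Peak windows had a mean GC content of 50.9%, against 44.4% in flanks, and these ratios are not corrected for it. In RUNX2-only peaks the ETS motif had a share of 11.0% (8.55 to 13.8) and a ratio of 6.34, against a share of 5.79% in overlapping RUNX2 peaks.

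**Figure D4:**
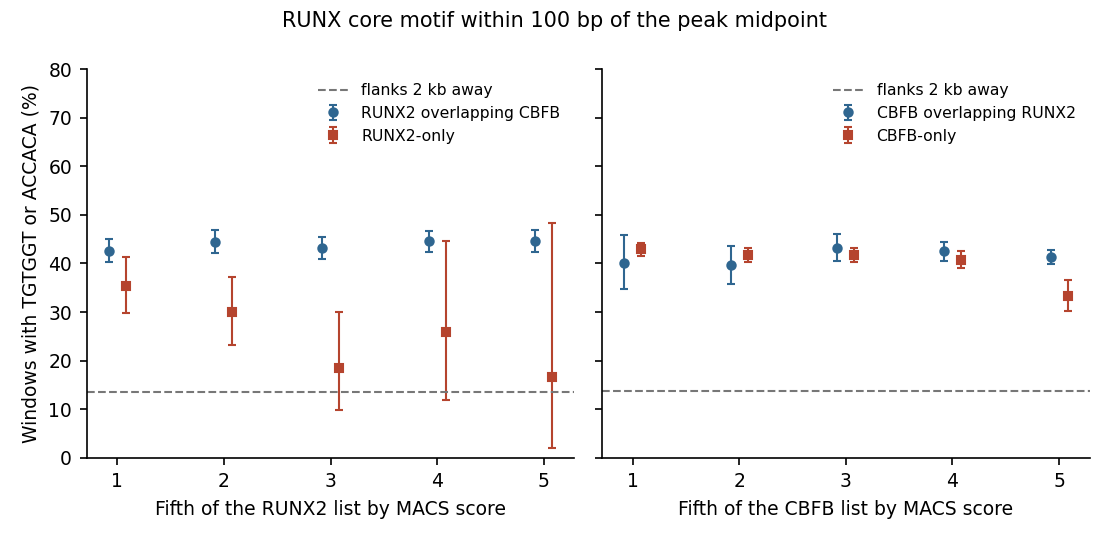
Percentage of windows within 100 bp of the peak midpoint that held TGTGGT or ACCACA, for each score group of the RUNX2 list (left) and the CBFB list (right), with exact 95% intervals and the flanks as a dashed line. In score group 5 of the CBFB list, CBFB-only peaks (33.3%) lay below overlapping CBFB peaks (41.4%).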

Values the study reported

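The study reported that 61% of the RUNX2 peaks in SAOS2 cells, 6022 of 9941, overlapped CBFB peaks. It gave a Spearman correlation of 0.84 between the intensities of RUNX2 and CBFB at those overlapping peaks, where intensity was the sum of sequencing tags over a peak. It counted 5770 genes with a RUNX2 binding site at a distance under 25 kb.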

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

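The settings of 60% overlap of each of both peaks and of midpoints within 150 bp were chosen after the result was seen. The other alternatives were fixed before the data were examined. Of 46 recomputed values, 40 kept their direction and their side of the threshold (or, for values without a test, stayed within the limits set for them), and 6 moved. The share of RUNX2 peaks that overlapped a CBFB peak ran from 61.4% to 94.2% over 10 alternatives, and the share of CBFB peaks that overlapped a RUNX2 peak from 22.4% to 67.9%. None of 1000 placements reached the observed share in any of them. The number of overlapping RUNX2 peaks was 9365 at 1 bp, 6104 with 60% overlap of each of both peaks and 6140 with midpoints within 150 bp. These criteria ask for more than 1 bp, and can only lower the number. Placement shifted by 10 to 100 kb raised the random mean to 6.04%. The rank correlation of scores ran from 0.545 to 0.643 over 6 alternatives.

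For the highest-scoring RUNX2 peaks, the share that overlapped a CBFB peak was 99.4%. It was 78.8% with an overlap of at least 50% of each of both peaks, 98.6% when score groups were formed within bins of peak width, and 96.6% against the 9941 top CBFB peaks. The number of genes near a RUNX2 peak was 16073. It was 8831 within 5 kb, 7267 for protein-coding genes and 9181 for the peaks at or above the median score, as each of these settings counts fewer genes, a shorter reach or fewer peaks. The promoter shares and the motif share kept their direction against random placement or flanks in all alternatives run.

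No paired analysis was possible because each antibody had 1 library. The lack of replicates also means that no difference between the lists was separated from a difference in depth or antibody.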

Other observations

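The tests of the lower 4 CBFB score groups, the highest CBFB score group, RUNX sites missed in the CBFB list (upper 3 and lower 2 RUNX2 score groups), regions of dense RUNX2 peaks (frequency in them, and the share outside them), histone and snRNA loci, telomere repeats, the criterion of overlap and the ratio of peak numbers between chromosomes were chosen only after the result was seen.

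The share of RUNX2 peaks that overlapped a CBFB peak was 94.2% here. That is higher than the value quoted from the study above. A total of 27 other criteria were looked at, based on midpoint distance, covered fraction or score, of which 2 were planned (midpoints within 200 bp and an overlap of at least 50% of each of both peaks) and 25 were tried after the share was seen. They gave shares of all RUNX2 peaks from 20.8% to 94.0%. Of these, 5 gave a share from 59% to 63%, among them an overlap of at least 60% of each of both peaks (61.4%), midpoints within 150 bp (61.8%) and CBFB scores above 200 (62.2%). The settings of 60% and 150 bp were carried into the alternatives because they came close to the quoted share. As unlike criteria reach it, a stricter criterion and a stricter score limit cannot be told apart, and these values do not show which criterion the study used.

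The number of genes with a RUNX2 peak within 25 kb was 16073 here. That is higher than the value quoted from the study above. This count depends on the gene set and was 7267 for protein-coding genes alone. The gene set used here need not be the one with which the study assigned peaks to genes.

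Of the CBFB peaks, 18042 overlapped no RUNX2 peak. If these were RUNX sites that fell below the calling limit of the RUNX2 list, they were predicted to carry the motif as often as overlapping CBFB peaks of the same score group. Over all 5 score groups, the motif share of CBFB-only minus overlapping peaks had a mean of -1.27 percentage points, and the prediction failed in 1 of them: in the highest score group the difference was -8.02 points (33.3% against 41.4%), beyond the counting intervals. In the lower 4 score groups the mean was 0.422 points, with differences from -1.69 to 2.76 and no interval wholly below. The calling limit therefore remains a candidate explanation for the lower groups, as a hypothesis found on the same data. For the strongest CBFB-only peaks it is argued against as the sole one, but only by the motif near the midpoint. The peaks of CBFB score group 5 had a median width of 1617 bp, against 913 bp in score group 1. Peak width was not held equal between CBFB-only and overlapping peaks, so motifs far from the midpoint may have been missed unequally. The motif share of CBFB-only peaks was 3.004 times that of their flanks, which argues against CBFB-only peaks being, as a set, at sequences without a RUNX motif. Enrichment of the AP-1 motif over flanks was 2.67 in CBFB-only and 2.94 in overlapping CBFB peaks, a difference of -0.270 with an interval of the ratio from 0.796 to 1.04, so these counts do not decide on a role of AP-1 sites. Binding of CBFB with another RUNX protein stays open, as the motif does not tell RUNX proteins apart and the design has no such group.

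Of the RUNX2 peaks, 576 overlapped no CBFB peak. Their share was 14.5% in the lowest and 0.604% in the highest RUNX2 score group, a ratio of 24.0. This is the other side of the rise of overlap with the score. It places most of these peaks at low scores, and does not show why they lack a CBFB peak. Regions of dense peaks, as might follow from copy number gains, were weighed as a source. The planned test gave a difference of -10.2 percentage points between RUNX2-only and overlapping peaks in the densest windows of 1 Mb, but this difference decides nothing, as these windows were ranked by peaks of both lists and an overlapping peak brings a CBFB peak into its own window. With windows ranked by RUNX2 peaks alone, 24.8% (21.3 to 28.6) of RUNX2-only peaks lay in the 207 densest of 2067 windows, against 29.9% of overlapping peaks, or 27.1% when these were weighted to the same score groups, a difference of -2.24 points within the counting interval. Leaving out these windows removed 2940 RUNX2 peaks, and the share without a CBFB peak was 6.18% (5.63 to 6.77) outside them, against 5.79% over all RUNX2 peaks. This argues against dense regions as the source of the pattern as a whole. Copy number itself was not measured and stays open. The 108 RUNX2-only peaks of the upper 3 score groups carried the motif in 20.4% (13.2 to 29.2), against 44.1% of overlapping peaks, a difference of -23.7 points. The 465 peaks of the lower 2 score groups carried it in 33.3% (29.1 to 37.8), against 43.6% (41.9 to 45.3), a difference of -10.3 points. In score group 1 the intervals lay closer, with 35.4% (29.9 to 41.2) against 42.6% (40.3 to 45.03). These values argue against all RUNX2-only peaks being RUNX sites missed in the CBFB list. That a part of them are such sites stays open, as the shares of both lower groups lay above flanks at 14.7%. Several of the highest RUNX2-only peaks lay near histone or snRNA genes, which raised the idea of such loci as a source. In the upper 3 score groups, 6 of 108 RUNX2-only peaks lay within 5 kb of one, but without the 10 peaks that had raised the idea only 1 of 98 did, against 31 of 5838 overlapping peaks, a difference of 0.489 points within the counting intervals. The idea thus rests on the peaks that raised it. Reads of the input library were not analysed here, and no biological explanation was tested.

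Of the 10 highest-scoring overlapping RUNX2 peaks, 4 held at least 10 telomere repeats. Leaving out the 12 highest peaks, which had been looked at first, 6 of the other 7 peaks with that many repeats lay in the highest RUNX2 score group, a share of 85.7% (42.1 to 99.6) against 21.0% of all remaining overlapping peaks. Reads from telomere repeats that pile up at these ends in any library are a candidate explanation for these few peaks. Whether repeated sequence of other kinds accounts for the strongest peaks stays open, as the motif share does not measure repeats and input reads were not analysed. Of the 100 highest-scoring overlapping peaks, 40.0% (30.3 to 50.3) carried the RUNX motif, well above flanks at 13.5%. This argues only against these peaks lying, as a set, at sequences without the motif. The share of the other overlapping peaks, 43.9%, lay inside this interval.

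Peak width common to both lists was weighed as the origin of the correlated scores. The partial rank correlation given both widths was 0.545, which argues against width alone. Chromatin that yields more reads with any antibody stays open, as it would need the input reads.

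Among chromosomes 1 to 22 and X, peak density differed, from 0.845 RUNX2 peaks per Mb on chromosome 18 to 6.68 on chromosome 17. Chromosome Y, with 2 RUNX2 and 14 CBFB peaks, was left out of all these comparisons. A total of 5 relations were computed across 23 chromosomes, with two-sided permutation tests and Benjamini-Hochberg adjustment, and chromosomes are not replicate samples. RUNX2 and CBFB density rose together (rho 0.945, r 0.988, adjusted p 5e-05 for both). The raw p of 1e-05 is the smallest the permutations can give, and r was 0.981 without the 2 chromosomes farthest from the median. As 94.2% of the RUNX2 peaks overlapped a CBFB peak, this relation largely restates the overlap and is no separate evidence for it. RUNX2 density rose with the number of TSS per Mb (rho 0.598, p 0.00315, adjusted p 0.00315; r 0.628, p 0.00171, adjusted p 0.00214). Without the 2 farthest chromosomes, r was 0.389 and rho 0.501. It also rose with protein-coding genes per Mb (rho 0.642, p 0.00112, adjusted p 0.00187; r 0.628, p 0.00156, adjusted p 0.00214), with r 0.524 and rho 0.549 without the 2 farthest. Gene density may explain a part of the differences, and how far the relation rested on these 2 chromosomes depended on the measure of gene density. The number of RUNX2 peaks per 100 CBFB peaks was lowest on chromosome 18, at 25.5, and rose with CBFB density (rho 0.731, p 0.0001, adjusted p 0.00025; r 0.726, p 0.00013, adjusted p 0.000325; r 0.717 without the 2 farthest). A candidate explanation is that sites on chromosomes with weak enrichment or few copies fell below the RUNX2 calling limit more often, which was not separated from copy number here.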
